# Nephrotoxicity of Calcineurin Inhibitors in Kidney Epithelial Cells is Independent of NFAT Signaling

**DOI:** 10.3389/fphar.2021.789080

**Published:** 2022-01-24

**Authors:** Andrea Karolin, Geneviève Escher, Stefan Rudloff, Daniel Sidler

**Keywords:** calcineurin inhibitor, nephrotoxicity, NFAT-independent, p38 kinase, PI3K - AKT

## Abstract

**Background:** Calcineurin inhibitors (CNIs) such as cyclosporine A and tacrolimus are commonly used after renal transplantation to suppress the immune system. In lymphoid cells, cyclosporine A acts *via* the calcineurin/nuclear factor of activated T-cell (NFAT) axis. In non-lymphoid cells, such as kidney epithelial cells, cyclosporine A induces calcineurin inhibitor toxicity. It is unknown *via* which off-targets cyclosporine A induces calcineurin inhibitor toxicity in kidney epithelial cells.

**Methods:** To measure a compound’s potential to induce nephrotoxicity, the expression of the surrogate marker Fn14 was measured by flow cytometry. Compounds were tested for their potential to induce Fn14 either chemically or plasmid-mediated. Mice were injected with various compounds, and changes in nephrotoxic gene expression levels of the kidney epithelial cells were then analyzed.

**Results:** Fn14 is specifically upregulated due to calcineurin inhibitor toxicity inducing agents. Inhibition of the NFAT axis showed no increase of the Fn14 expression on the surface of kidney cells. However, inhibition of p38 MAPK, phosphoinositide-3-kinase (PI3K)/Akt, protein kinase C (PKC), and inhibitor of nuclear factor-*κ*B (I*κ*B) kinase (IKK) showed clear induction of Fn14 and increased expressions of nephrotoxic, inflammatory, and fibrotic genes *in vitro* and *in vivo*.

**Conclusions:** These findings show that cyclosporine A acts independently of NFAT on kidney epithelial cells. Moreover, inhibition of serine/threonine protein kinases mimics cyclosporine A’s activity on kidney epithelial cells. This mimicking effect indicates that these protein kinases are off-targets of cyclosporine A and damage structural renal cells when inhibited and therefore contributes likely to the development and progression of calcineurin inhibitor toxicity.

## Introduction

Calcineurin inhibitors (CNIs), e.g., cyclosporine A (CsA) and tacrolimus (FK506), are pivotal drugs for the prevention of rejection after solid organ transplantation. CNIs show a highly interindividual pharmacokinetic profile and have a narrow therapeutic range. Even mild overdosing may lead to substantial acute and chronic side effects, including tumor development, infections, metabolic disturbances, and kidney failure. Calcineurin inhibitors induce nephrotoxicity through (reversible) vasoconstriction in the vas afferent. Vasoconstriction leads to consecutive relative hypoxia and progressive athero- and arteriolohyalinosis, tubular atrophy, and interstitial fibrosis (Feske and Vaeth, 2018). Recent register studies have demonstrated that virtually all kidney transplanted patients develop signs of chronic calcineurin inhibitor toxicity (CNT) within 10 years after kidney transplantation (Stegall et al., 2018; Karolin et al., 2021). In lymphocytes, CsA inhibits the calcineurin/nuclear factor of activated T-cell (NFAT) axis leading to repression of transcriptional programs necessary for activation, proliferation, and cytokine production. This inhibition primarily contributes to the immunosuppressive effect of CsA (Kiani et al., 2000; Casey and Meier-Kriesche, 2011).

Members of the TNF superfamily have a non-redundant role in the pathogenesis of tissue regeneration and wound healing but are also critically involved in chronic inflammatory and fibrosis (Croft, 2009; Burkly, 2015; Croft and Siegel, 2017). We have recently shown that the tumor necrosis factor (TNF)–related weak inducer of apoptosis (TWEAK) is indispensable for developing CNT in mice (Claus et al., 2018). CsA induces the expression of TWEAK’s receptor, fibroblast growth factor–inducible 14 (Fn14), in kidney epithelial cells, which facilitates inflammatory and fibrotic signals critical for progressive nephrotoxicity. Deficiency for TWEAK or treatment with TWEAK-neutralizing reagents protected animals from acute CNT lesions (Zhao et al., 2007; Sanz et al., 2008; Xia et al., 2015; Claus et al., 2018). Furthermore, administration of recombinant TWEAK (rTWEAK) induced similar disease as when animals are treated with CsA alone. Interestingly, the combination of rTWEAK and CsA caused severe tubulopathy and interstitial inflammation (Claus et al., 2018). The receptor Fn14 is low ubiquitously expressed on epithelial cells and can be induced upon stress and injury stimuli (Burkly, 2014). Fn14 is the only known receptor to the cytokine TWEAK (Bossen et al., 2006). TWEAK is produced by infiltrating and tissue-resident immune cells, largely monocytes and neutrophils (Campbell et al., 2006; Vince and Silke, 2006; Winkles, 2008).

Currently, it is unclear how the CNI, CsA, interferes with kidney epithelial cells and induces nephrotoxicity. The present work aims to investigate off-targets of CsA in renal epithelial cells. We hypothesize that CsA elicits inflammatory and fibrotic activities in renal epithelial cells independent of NFAT but *via* inhibition of kinase pathways.

## Materials and Methods

### Cell Culture Experiments

The murine kidney epithelial cell line (MCT) has been described previously (Haverty et al., 1988). Cells were grown in 10% fetal calf serum (FBS) supplemented with Dulbecco modified Eagle medium (DMEM; ThermoFisher, 11965092) and sub-cultivated in a 12-well format with 50,000 cells per well. HEK293T cells were cultured in DMEM/10%FBS and 2 mM L-glutamin in a 6-well (800,000 cells/well) and 12-well (300,000 cells/well) format. The next day, cells were stimulated for 24 h with either 10 μg/ml CsA (Sandimmun Neoral^®^ from Novartis) or 10 μg/ml FK506 (Cell Signaling, Daveres, MA). In some experiments, cells were incubated for 24 h with the following reagents: 1 μM 11R-VIVIT (NFAT Inhibitor) (Merck, 480401), 10 μM SB203580 (Sigma, S8307), 10 μM SB202190 (Sigma, S7076), gentamicin, amphotericin B, 10 μg/ml cisplatin (Sigma, C2210000), or rTWEAK (PeproTech, 310-06). HEK293T cells were transfected with 2.5 μg of plasmid DNA using standard lipofectamine 3,000 protocols (ThermoFisher, L3000001). The transfected plasmids were pCMV-VIVIT-GFP (Addgene, 11106), pCMV-p38-CA-EGFP, and pCMV-eGFP-N1 (Addgene, 6,085-1). Following transfection, various treatments were performed the next day for 24 h. For the top-down kinase inhibitor screen, MCTs were cultured in a 12-well format, as described above. The next day, cells were treated with various kinase inhibitors (Enzo, BML-2832) at 10 μM for 48 h and then analyzed by flow cytometry (described below).

### Acute Toxicity Mouse Model

As previously described (Claus et al., 2018), acute CNT lesions were induced by injecting (intraperitoneal) animals with 100 mg/kg CsA (Sandimmun Neoral^®^), 10 mg/kg p38 mitogen-activated protein kinase (MAPK) inhibitor (SB203580, SB202190), and 1 mg/kg 11R-VIVIT on three consecutive days twice daily. The dosage of CsA was chosen based on the publication from Claus et al., 2018. Concentrations for the p38 MAPK inhibitor and 11R-VIVIT were based on previously published *in vivo* studies, where these compounds showed efficacy at indicated concentrations (Seeger et al., 2010; Zhang et al., 2013). Animals were then euthanized, and kidneys and blood were collected for subsequent analysis. Red cell lysis buffer (Roche, 11814389001) was added to the blood cells until all erythrocytes were removed. The white blood cells were used for flow analysis (Described below). Mouse kidneys were digested with 2 mg/ml collagenase I (Sigma, C9891) in 1% BSA in PBS together with DNase for 20min at 37°C. The cell suspension was filtered through a cell strainer, washed with 1%BSA in PBS, and centrifuged at 200xg for 3min in 15 ml total volume. The cell suspension was then stained with antibodies for flow cytometry (described below).

### Antibody Staining

Flow cytometry was performed on dissociated MCT or HEK293T cells stained with the Fn14-APC antibody (1:30; Miltenyi, 130-104-281). For negative control, unstained cells or the respective isotype control antibody, mouse IgG2b (1:100, Miltenyi, 130-098-890) was used. Antibody staining was conducted for 30 min in the dark at 4°C. Proliferation assay was conducted as follows: from naïve animal’s lymph node/Spleen, T cells were isolated and stained with 1:1000 e450 proliferation dye (ThermoFisher, 65-0842-85) and treated with various reagents (11R-VIVIT, CsA). Cells were then stimulated with ⍺CD3/⍺CD28 dynabeads for 5 days. White blood cells were stained for 30 min in the dark at 4°C with CD45-PerCP/Cy5-5 (1:100; Biolegend, 103132) and CD11b-APC/Cy7 (1:100; Biolegend, 101226). The kidney cell suspension was stained with CD45-PerCP/Cy5-5 and CD326-PE (1:50, Miltenyi, 130-117-667) for 30min in the dark at 4°C. Also, single stains were created to perform proper compensation.

### Flow Cytometer and Cell Sort

LSR-II flow cytometer, with the software FACS Diva, was used to determine the Fn14 surface expression, proliferation assay, and blood cell flow analysis. The geometric mean fluorescence intensity (MFI) of antibody staining or total count of cells was calculated by FlowJo Software. Most of the figures showing the Fn14 expression are based on measurements conducted by flow cytometry.

The flow facility at the University of Bern sorted mouse kidney cells. The sort was conducted on the MoFlo Astrios EQ instrument. After DAPI (1:100′000) was added, gating was conducted on DAPI-negative, CD45-negative, and CD326-positive cells. Living CD45-/CD326 + cells were collected in FBS.

### RNA Isolation, Reverse Transcription, and RT-qPCR

Total RNA was isolated from samples using TRIzol reagent (Invitrogen, 15596026). A Nanodrop 1000 spectrophotometer was used to measure the RNA concentration and evaluate its quality. A PrimeScript RT Reagent Kit (Takara, RR037A) was used to generate from 1 μg RNA cDNA. cDNA was diluted to 2 ng/μl. An RT^2^ Profiler PCR Array for mouse nephrotoxicity (PAMM-094Z) was used for determining the expression of nephrotoxic genes. According to the manufacturer’s protocol, the RT^2^ Profiler PCR Array analysis was conducted with SYBR green (Qiagen, 330520). The relative gene expression was calculated with the delta–delta Ct method (2^^−ΔΔCt^). 

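Of the housekeeping genes on the array, the Ct table analysed here holds Actb (beta-actin). Its Ct, the PCR cycle at which the signal crosses the detection threshold, was 18.12 in untreated MCT cells, 17.84 with CsA, 17.81 with SB203580 and 18.13 with 11R-VIVIT. The authors' deposited table of fold changes equalled the value calculated from the Ct of each gene with Actb as the sole reference and with every late Ct used as measured, and the largest difference in fold was 9.04e-10. Compared with using the median Ct of the 69 genes detected in all 4 samples as the reference, Actb shifted every log2 change by 0.50 with CsA, by 0.089 with SB203580 and by -0.0125 with 11R-VIVIT.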

Normalization was conducted with provided housekeeping genes on the array.

### RNAseq

To the sorted cells from mouse kidneys, TRIzol was added. Total RNA extraction was conducted, as described above. RNA sequencing was performed on Illumina NovaSeq600 with a TruSeq stranded mRNA library. The Bioinformatics facility then normalized the RNAseq data at the University of Bern. First, RNAseq data quality was determined, and reads were mapped to the reference genome. Then, gene expression differences between the various treatment groups were identified. Normalized data were then visualized by using the heatmap tool on Morpheus.

### Protein Isolation and Analysis

Cells were lysed in Laemmli buffer and separated by a 12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis. Then, transfer on a polyvinylidene fluoride membrane (ThermoFisher, 88518) was conducted. Membranes were blocked with 5% milk in Tris-buffered saline with Tween 20 (TBST) for 1 hour. Incubation with the primary antibody against Fn14 (1:1000; Cell Signaling, 4403S) and GAPDH (1:50′000; Merck, cB1001) was conducted overnight at 4°C. The horseradish peroxidase–conjugated secondary antibody was added to the membrane for 1 hour at room temperature (1:5000, Jackson, 711-035-152 and 1:5000, Jackson, 715-035-151). Visualization of the proteins was conducted using SuperSignal (ThermoFisher, 34076).

### Statistical Analysis

Analysis was performed using Prism 5 software (GraphPad, San Diego, CA). Results are the mean ± the standard deviation (SD). Groups were analyzed by Student’s t-test (unpaired) or ordinary one-way ANOVA and Tukey’s multiple comparison test, with a single pooled variance. *p* values below 0.05 were considered significant (ns: *p* > 0.05, *: *p* ≤ 0.05, **: *p* ≤ 0.01, ***: *p* ≤ 0.001, and ****: *p* ≤ 0.0001).

## Results

### Surface Fn14 Is Induced Upon CsA Exposure in Kidney Epithelial Cells but Not in Response to the Cell-Permeable NFAT Inhibitor

We have previously demonstrated that the calcineurin inhibitor CsA induces the Fn14 surface expression on kidney epithelial cells *in vitro* and *in vivo* (Claus et al., 2018). To further support these findings, we challenged MCT cells with various nephrotoxins. Strikingly, FK506, similar to CsA, induced a Fn14 threefold in MCT cells, while gentamicin, amphotericin B, and cisplatin did not do so (Figure 1A). As CsA inhibits the NFAT pathway in lymphoid cells, we blunted the NFAT activity in kidney epithelial cells by treatment with direct NFAT inhibitors, namely, either cell-permeable 11R-VIVIT or plasmid-mediated transient expression of the VIVIT plasmid. Chemical 11R-VIVIT was tested on TCR-antibody–stimulated T cells *ex vivo* (Figure 1B). T cells treated with 11R-VIVIT or CsA showed no distinct peaks indicating no new cell generation compared to control cells. Meanwhile, treatment of MCT cells with equal doses of 11R-VIVIT or transient transfection of HEK293T cells with the VIVIT plasmid did not increase the Fn14 expression *in vitro* (Figures 1C,D). Also, CsA induced further upregulation of Fn14 on cell surfaces, and even the NFAT axis was inhibited (plasmid-mediated) (Figure 1D). It has been shown that CsA sensitizes cells to the cytokine TWEAK (Claus et al., 2018). We show in our experiments how cells express significantly higher the adhesion molecule ICAM after TWEAK treatment when pre-sensitized with CsA. This pre-sensitization is no longer observed when NFAT is inhibited in these cells, comparable to control (Figure 1E).

**FIGURE 1:**
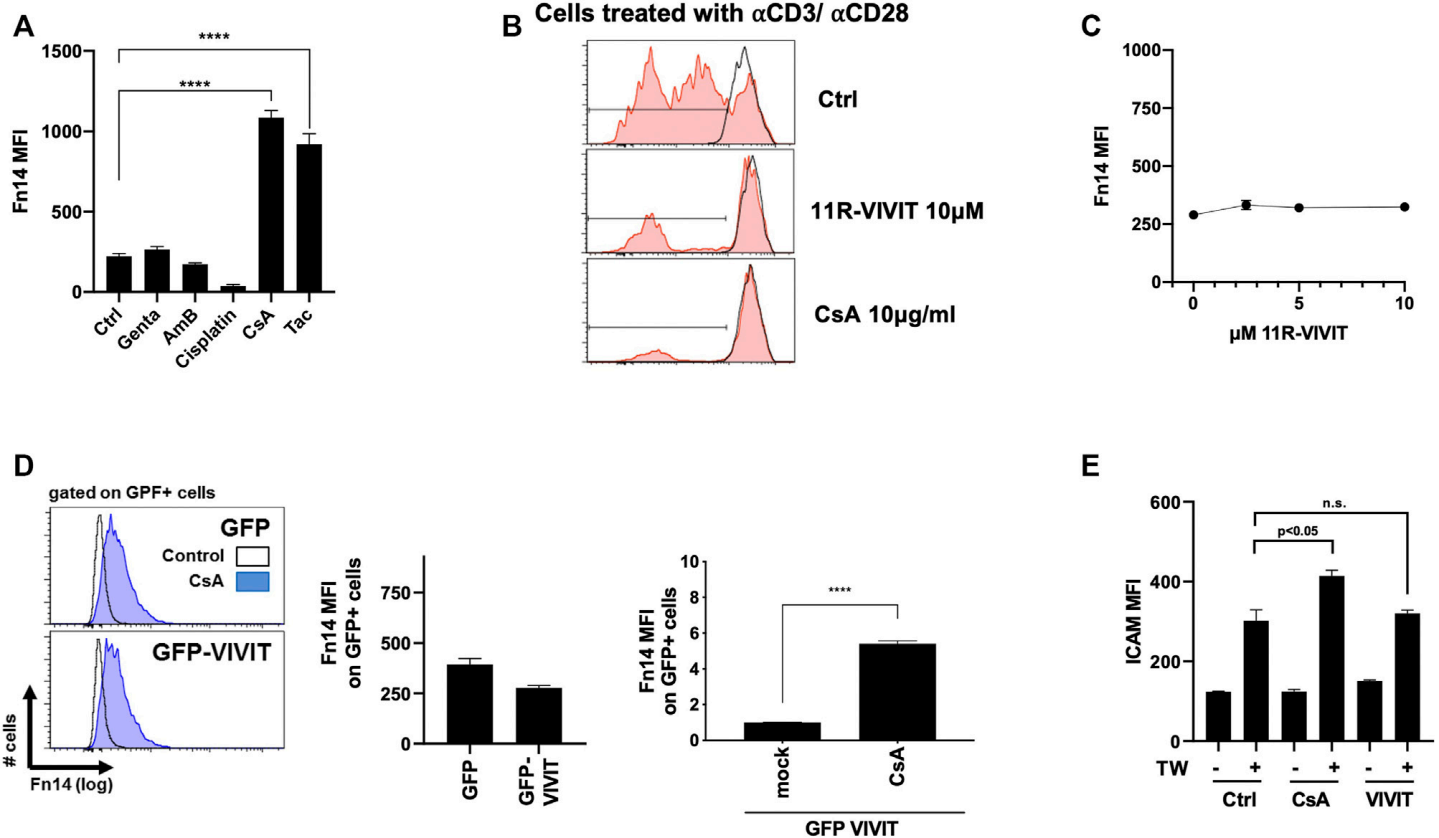
Fn14 induction upon CsA exposure but not upon NFAT inhibition. **(A)** Fn14 induction with CsA and Tac (CNIs) but not with gentamicin, amphotericin B, and cisplatin (MCT). **(B)** NFAT and CsA successfully inhibit proliferation of TCRab-stimulated T cells *ex vivo*. **(C-D)** Inhibition of the NFAT axis, by plasmid chemically (11R-VIVIT) or (GFP VIVIT), shows no upregulation of Fn14 on the cell surface (C: MCT, D: HEK293T). **(E)** Cells sensitized with CsA show upregulation of ICAM upon TWEAK treatment. Inhibition of NFAT combined with TWEAK treatment shows reduced ICAM expression, comparable to control conditions (MCT). For all figures, flow cytometry was used.

### Inhibitors of Protein Kinases Mimic Effects of CsA in Kidney Epithelial Cells

To investigate CsA’s effect in tubule epithelial cells of the kidneys, we treated MCT cells with the kinase inhibitor library. We investigated the effect of individual compounds on Fn14 induction as a surrogate marker for pro-fibrotic responses. Indeed, only specific protein kinase inhibitors (Figures 2A,B) significantly upregulated Fn14 on the surface of MCT cells. Interestingly, inhibition of calmodulin kinase II (by KN-62 and KN-93) showed no upregulation of Fn14 (Figure 2A). Many inhibitors, such as BAY 11-7082, SB203580, wortmannin, GF 109203X, palmitoyl-dl-carnitine, triciribine, SB202190, and hypericin led to significant induction of surface Fn14. Notably, two p38 MAPK inhibitors (SB203580 and SB202190) showed the potential to upregulate Fn14 on cell surfaces. Titration of both inhibitors revealed a similar potential to induce Fn14 (Figure 2C). Protein from SB203580-treated cells showed similar upregulation of Fn14 as cells treated with CsA (Figure 2D). Cells treated simultaneously with a p38 MAPK inhibitor and CsA showed an increased expression of Fn14 compared to cells only treated with CsA or one of the p38 MAPK inhibitors (Figure 2E). To corroborate these findings, we generated cells expressing a constitutive active p38 MAPK (pCMV-p38-CA-EGFP). The basal Fn14 expression (MFI) was moderate in all untreated mock-transfected (pCMV-eGFP-N1) and p38-CA–expressing cells. Mock-transfected control (GFP) showed a highly significant upregulation of Fn14 upon SB203580 or CsA stimulation. Meanwhile, the p38-CA–expressing cells treated with the p38 MAPK inhibitor or CsA induced a significantly lower Fn14 expression (Figure 2F). Furthermore, a gene array revealed that CsA and SB203580 upregulate various genes, whose expression levels did not alter when 11R-VIVIT was used. 

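The array measured 84 genes by RT-PCR in RNA from MCT cells, a murine kidney epithelial cell line. There was 1 sample for each of 4 conditions, namely untreated cells, CsA at 10 μg/ml, the p38 MAPK inhibitor SB203580 at 10 μM and the NFAT inhibitor peptide 11R-VIVIT at 1 μM. The paper's general methods give 24 h for treatments at these doses. The authors deposited 1 Ct for each gene and sample, so no difference carries a replicate error and no test between conditions was made. The Ct ranged from 16.96 to 37.3. Its median over the 84 genes was 30.0 in untreated cells, 29.8 with CsA, 29.3 with SB203580 and 30.05 with 11R-VIVIT. Late cycles start from few template molecules and are less precise. A Ct of 35 or later was therefore treated as not detected, which applied to 12 genes in untreated cells, 6 with CsA, 5 with SB203580 and 10 with 11R-VIVIT. The log2 change of a gene is its Ct in untreated cells minus its Ct in treated cells, each taken relative to Actb. A gene not detected in either of the samples compared was given no change. Where a gene was not detected in 1 of them, its Ct there was set to 35 and the change is a bound.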

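Against untreated cells, CsA upregulated 16 genes at least 2-fold and lowered 13, among 80 genes with a value. SB203580 upregulated 12 and lowered 7 of 79 genes, and 11R-VIVIT upregulated 4 and lowered 3 of 76. Both CsA and SB203580 upregulated 7 genes, namely Angptl4, Ctss, Gadd45a, Gamt, Rtn4, Spp1 and Sprr1a. When the 4 Ct values of each gene were shuffled between the samples, 4.48 genes on average were raised by both, with 95% of 10000 shuffles between 1 and 8, so the 7 lie within this range. The shuffles keep the full spread between samples, treatment effects included, so this leaves a shared response open. With 11R-VIVIT, 6 of the 7 changed less than 2-fold and Ctss did not, where the shuffles gave 1.49 such genes on average and 0 to 4 in 95%. With a limit of 1.5-fold for the 11R-VIVIT change, Angptl4 and Rtn4 no longer counted and 4 genes were left. A further 9 genes reached 2-fold with CsA and not with SB203580, and 5 with SB203580 and not with CsA, differences that were not tested. Among the 9, Ugt1a6 had no value with SB203580. Among the 5, Fgb and Cyp2c11 had only lower bounds with CsA (0.08 and 0.38), so a 2-fold rise is not excluded. No gene was raised at least 2-fold by CsA or SB203580 and lowered as much by the other with Actb and the Ct limit of 35. Other settings gave such genes, named here after their values were seen. Relative to the array median, the log2 change of Clu was -1.16 with CsA and 1.29 with SB203580. With no reference gene, that of CCnd1 was 1.22 with CsA and -1.27 with SB203580. In the authors' deposited table, which has no Ct limit, Calb1 was 0.352-fold with CsA and 2.65-fold with SB203580, from a Ct past 35 in untreated cells. At a threshold of 1.5-fold, 6 genes moved in opposite directions. Of the other reference settings, the array median moved the CsA counts most. Relative to it, CsA raised 8 genes, all among the 16, and lowered 20, so that the raised share of the changed genes was 28.6% in place of 55.2%. With no reference gene this share was 75.9% with CsA and 81.5% with SB203580, against 63.2% with SB203580 relative to Actb. Among genes detected in both samples, the largest rise with CsA was that of Angptl4, whose Ct went from 29.1 to 23.7, a 35.2-fold increase (log2 change 5.14). Vim followed with a log2 change of 2.47, Sprr1a with 2.38, Rtn4 with 2.32 and Gamt with 2.01. SB203580 raised Gamt most, 7.15-fold (log2 change 2.84), followed by Angptl4 with 1.77, Clu with 1.37, Ctss with 1.25 and Rtn4 with 1.21. The log2 change of Angptl4 with 11R-VIVIT was 0.88. The largest falls with CsA were those of Glul (-2.57), Hmox1 (-2.24) and Havcr1 (-2.10), and those with SB203580 were of Hmox1 (-1.74), CCnd1 (-1.58) and Egf (-1.45). With 11R-VIVIT the largest rises were those of Mt1a (5.05), Igfbp3 (1.87) and Ctss (1.35), and the largest falls those of Atf3 (-1.87), Cd24 (-1.03) and Aldh1a1 (-0.93). Mt1a is a symbol that the mouse annotation lists only as a synonym of another gene. The change of Cd24 was -0.96 with an amplification base of 1.9, which was added after the data were seen.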

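For 9 array genes, Cat, Rgn, A2m, Fgb, Ccl3, Cxcl10, Vcam1, Nox4 and Spp1, the values were also taken as a list. Their amplification was late, with a Ct of 30 or later in untreated cells for 8 of them and with 2 not detected in at least 1 sample. With SB203580 all 9 lay above untreated cells, with a median log2 change of 0.84, and 3 (Fgb, Nox4 and Spp1) rose at least 2-fold. With CsA, 6 lay above untreated cells and 3 below, the median was 0.50 and Spp1 alone was called raised at 2-fold. Fgb had only a lower bound of 0.08 with CsA, so a 2-fold rise is not excluded for it. Relative to the array median in place of Actb, the CsA median of the list was 0.0061. With 11R-VIVIT, the median of the 8 genes with a value was -0.0097, and with late Ct values used as measured that of all 9 was 0.0455. Among 10000 random lists of array genes with a similar mean Ct, the median of the list stood at percentile 87.8 with CsA, 93.75 with SB203580 and 11.15 with 11R-VIVIT. With late Ct values used as measured, the CsA median was 0.63 and its percentile 98.2. The list was chosen by the paper on these samples, so the percentiles describe these samples and are not independent evidence. A2m, with a Ct of 34.0 in untreated cells, had a log2 change of 0.78 with CsA, 0.84 with SB203580 and -0.06 with 11R-VIVIT, and it passed 2-fold with CsA (1.06) and SB203580 (1.14) when no reference gene was used.

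**Figure D1:**
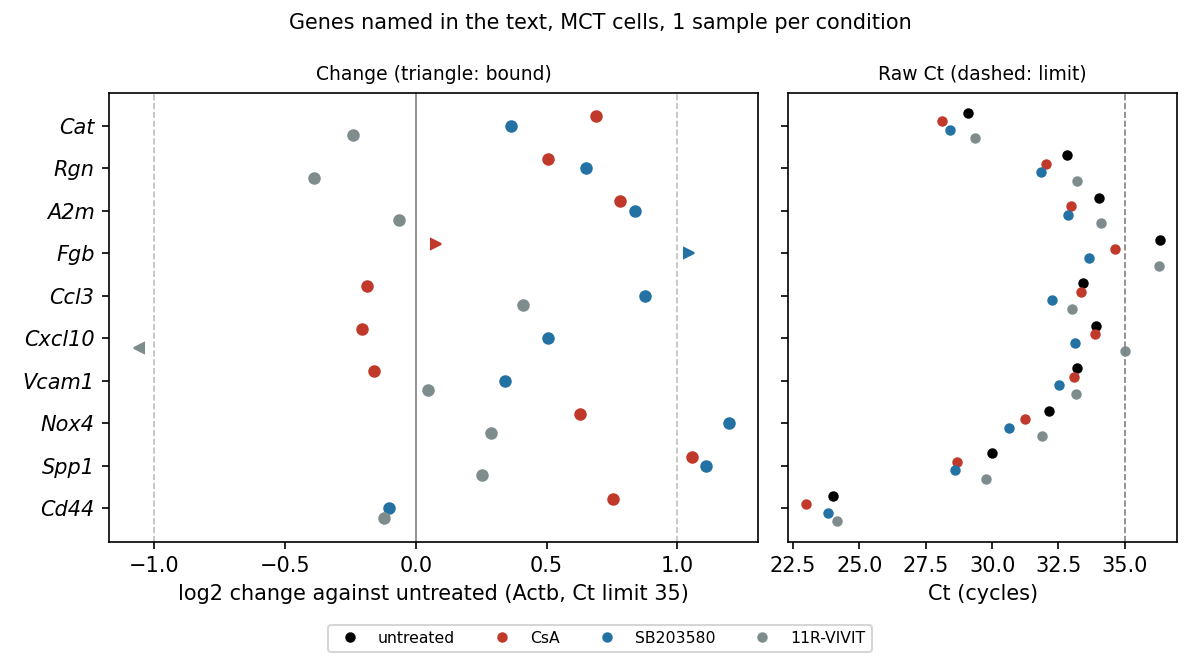
Log2 change against untreated cells (left, log2 units) and Ct (right, cycles) of the 9 genes and Cd44 in the 4 samples, with 1 point per gene and sample. Triangles are bounds for genes at the Ct limit, dashed lines mark 2-fold changes (left) and the limit of 35 (right), and 8 of the 9 genes of the list have an untreated Ct of 30 or later.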

Nphs2, Cat, Rgn, A2m, Fgb, Ccl3, Cxcl10, Vcam1, and Nox4 and Spp1 are such upregulated genes (Figure 2G). 

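Cat had a Ct of 29.1 in untreated cells and rose 1.61-fold with CsA and 1.29-fold with SB203580, with a log2 change of -0.24 with 11R-VIVIT. Rgn had an untreated Ct of 32.8 and rose 1.42-fold with CsA and 1.57-fold with SB203580, while its log2 change with 11R-VIVIT was -0.39. Under a stricter limit of 32 cycles, the untreated value of Rgn became the limit and the SB203580 change became a lower bound of -0.16.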

Disorders in Nphs2, Cat, and Rgn genes are associated with kidney diseases (Franceschini et al., 2006; Ghaly et al., 2012; Yamaguchi, 2015). 

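Fgb was not detected in untreated cells (Ct 36.3), so its log2 change was at least 0.08 with CsA and at least 1.05 with SB203580. The lower bound with CsA was -0.42 relative to the array median, and that with SB203580 fell to 0.96. With the late Ct values used as measured, Fgb rose 2.63-fold with CsA and 5.15-fold with SB203580. Ccl3, at an untreated Ct of 33.4, had a log2 change of -0.19 with CsA, 0.88 with SB203580 and 0.41 with 11R-VIVIT. Cxcl10, at 33.9, had a log2 change of -0.21 with CsA and 0.51 with SB203580. With 11R-VIVIT it was not detected, and its log2 change was at most -1.06, or -0.98 with an amplification base of 1.9, a setting chosen after the data were seen. Vcam1, at 33.2, had a log2 change of -0.16 with CsA, 0.34 with SB203580 and 0.05 with 11R-VIVIT. Without a reference gene, the CsA values of these last genes were above 0, at 0.09 for Ccl3, 0.07 for Cxcl10 and 0.11 for Vcam1, and Ccl3 passed 2-fold with SB203580 (1.18). Cd44 was the most abundant of the group, with an untreated Ct of 24.0, and rose 1.69-fold with CsA. Its log2 change was -0.10 with SB203580 and -0.12 with 11R-VIVIT. Without a reference gene the Cd44 changes were 1.03 with CsA and 0.20 with SB203580.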

Upregulated genes such as Fgb, Ccl3, Cxcl10, Cd44, and Vcam are known to be involved in inflammatory responses (Nguyen and Simpson-Haidaris, 2000; Lim and Luscinskas, 2006; Johnson and Ruffell, 2009; Bhavsar et al., 2015; Lee et al., 2017; Kong et al., 2018). Lastly, also genes indicating the onset of fibrosis (Nox4 and Spp1) are upregulated (Amara et al., 2010; Morse et al., 2019).

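Nox4, with a Ct of 32.15 in untreated cells, rose 1.54-fold with CsA (log2 change 0.63) and 2.29-fold with SB203580 (1.196), and its log2 change with 11R-VIVIT was 0.29. Spp1, with an untreated Ct of 30.0, rose 2.08-fold with CsA (log2 change 1.06) and 2.16-fold with SB203580 (1.11), and its log2 change with 11R-VIVIT was 0.25. The CsA value of Spp1 stood close to the 2-fold threshold. It was 0.56 relative to the array median and 0.98 with an amplification base of 1.9.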

**FIGURE 2:**
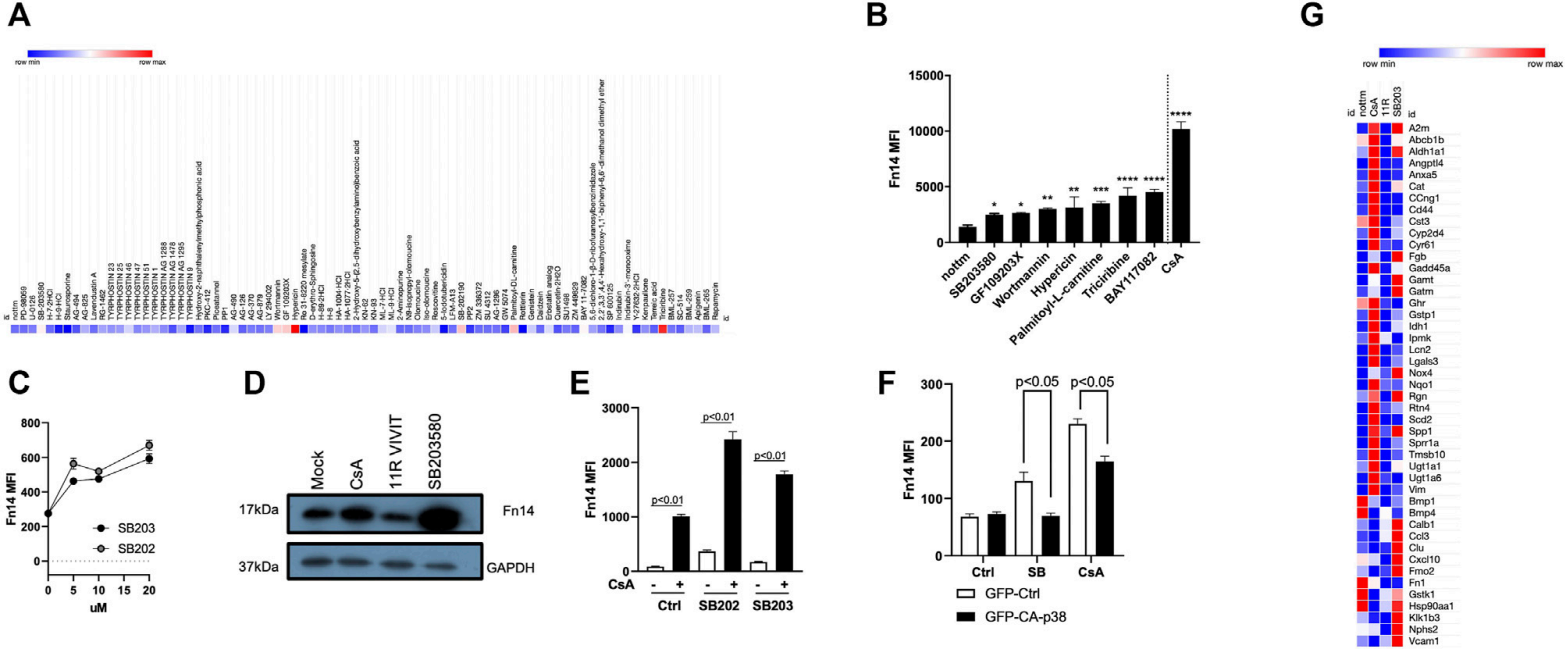
Effects of CsA on kidney epithelial cells are mimicked by protein kinase inhibitors. **(A-B)** Protein kinase library screen revealed that inhibition of PI3K/Akt, IKK, and p38 MAPK induces Fn14 (MCT). **(C)** Titration of two p38 MAPK inhibitors (SB203580 and SB202190) revealed the similar potential to induce Fn14 (MCT). **(D)** Protein levels of Fn14 are increased upon CsA and SB203580 treatment but not when NFAT is inhibited (MCT, Western Blot). **(E)** Increased expression of Fn14 is detected when cells are treated simultaneously with the p38 MAPK inhibitor and CsA compared to single treatment with inhibitors (MCT cells). **(F)** Constitutive active p38 MAPK shows reduced Fn14 expression on cells when treated with either SB203580 or CsA (HEK293T). **(G)** Nephrotoxic genes are upregulated with CsA and with SB203580 (MCT, RT-PCR). If not indicated differently, results were acquired by flow cytometry.

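The heatmap of Figure 2G shows 45 of the 84 array genes. By the deposited Ct values, 25 of them were highest with CsA, 15 with SB203580, 5 in untreated cells and 0 with 11R-VIVIT. Because a heatmap row is coloured over its own range, a small and a large range look alike. The range between the lowest and highest sample was 1.12-fold for Cst3, the smallest, and widest for Angptl4, and it was under 2-fold in 18 of the 45 rows with late Ct values used as measured. With the Ct limit, 14 of the 45 genes rose at least 2-fold with CsA, 9 with SB203580 and 6 with both. Of the 39 array genes outside the heatmap, 2 rose at least 2-fold with CsA, 3 with SB203580 and 4 with 11R-VIVIT, and 12 fell as much with CsA, 7 with SB203580 and 2 with 11R-VIVIT. In the heatmap, 1 gene fell at least 2-fold with CsA, 0 with SB203580 and 1 with 11R-VIVIT.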

### CsA, but Not VIVIT, Induces Nephrotoxicity *in vivo*

RNAseq revealed that mice treated with CsA or the p38 MAPK inhibitor show a similar increased gene expression. Gpnmb, Fgb, Vcam1, and Gc are genes indicating ongoing inflammation (Nguyen and Simpson-Haidaris, 2000; Kong et al., 2018; Saade et al., 2021) and are upregulated in these mice. Also, kidney-related genes such as Mgp, Ugt1a1, Abcb1b, and Angptl4 are showing an increased gene expression (Yamakawa et al., 2004; Miyata et al., 2018) (Figure 3A). Meanwhile, animals treated with VIVIT showed no such signatures. Moreover, immune cell infiltration (CD45^+^) into the kidney is upregulated in animals treated with CsA or p38 MAPK inhibitors (Figure 3B). Not only could we detect changes in kidney infiltrated cells, but immune cell compartments, notably CD45^+^ and CD11b + cells, seem to be increased upon CNI and slightly decreased under p38 MAPK inhibition (Figure 3C).

**FIGURE 3:**
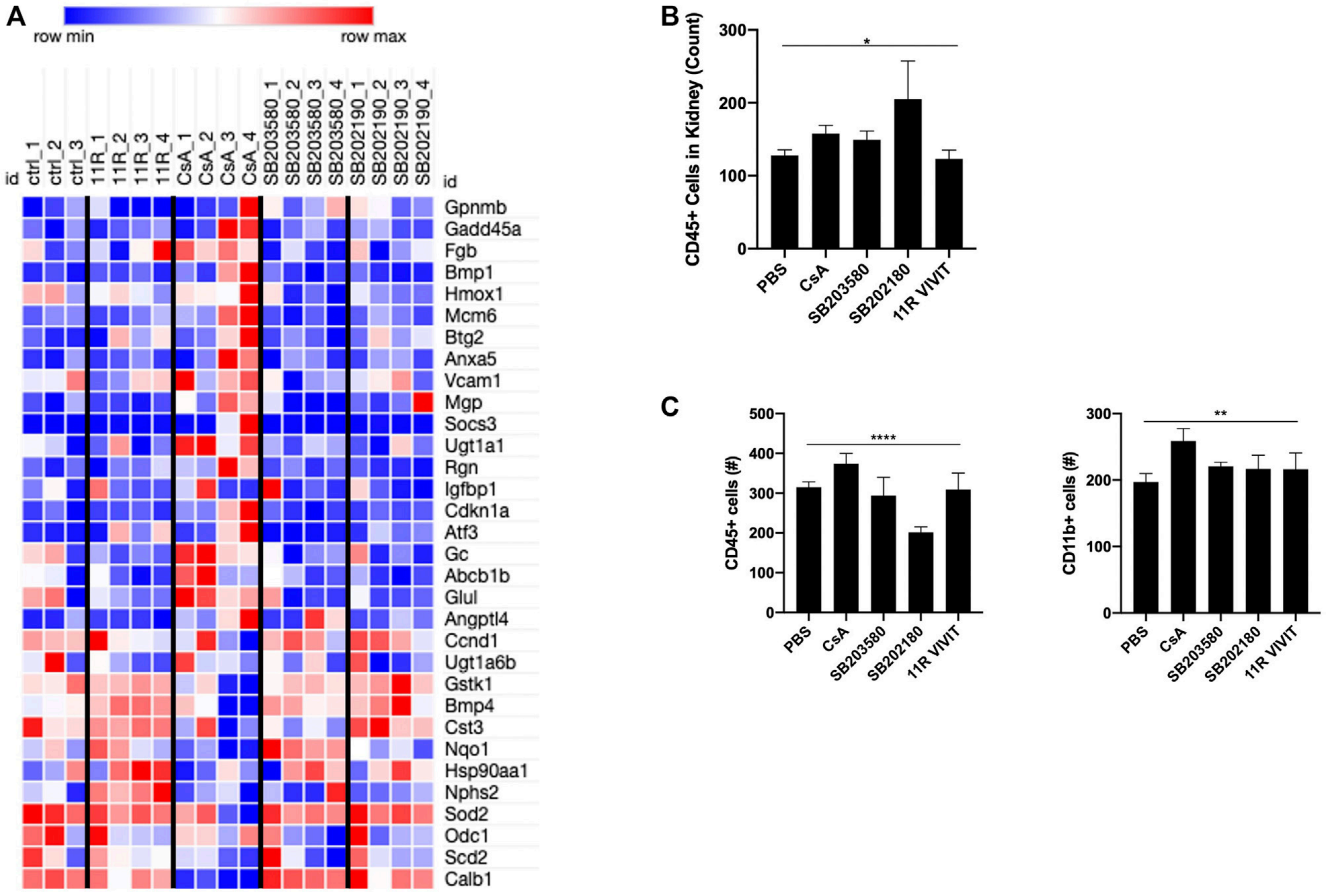
*In vivo* experiments show the development of nephrotoxicity upon CsA and p38-kinase inhibitor. **(A)** Nephrotoxic gene array reveals evident upregulation of genes involved in nephrotoxicity upon CsA treatment. Also, both p38 inhibitors revealed upregulation of nephrotoxic genes (mouse kidney cells, RNAseq). **(B)** Higher CD45 ^+-^infiltrated cells in the kidneys of CsA, SB203580, and SB202190 were detected. **(C)** Monocytic and lymphocytic cell compartments in the blood show a slight increase in cell number in animals treated with CsA and p38 MAPK inhibitors. B and C were measured by flow cytometry.

## Discussion

CNIs play a crucial role in effective immunosuppression after kidney transplantation. However, long-term treatment leads to chronic nephrotoxicity, known as calcineurin inhibitor toxicity. CsA and FK506 interfere with the cytosolic phosphatase calcineurin in lymphoid cells, preventing dephosphorylation NFAT and gene transcription. To date, it is unclear if the biological effects of CNI in non-lymphoid cells result similarly from disrupted calcineurin-NFAT signaling. This work aimed to investigate off-targets of CNI in epithelial cells. We present experimental evidence that CNT lesions are induced in kidney epithelial cells *in vitro* and *in vivo* independent of canonical calcineurin/NFAT signaling yet induced by kinase inhibitors, including inhibitors of the p38 MAPK, phosphoinositide-3-kinase (PI3K)/Akt, protein kinase C (PKC), and the inhibitor of nuclear factor-*κ*B (I*κ*B) kinase (IKK) pathway.

We showed that Fn14 upregulation is achieved by explicitly treating various kidney epithelial cells as well as *in vivo* with CNIs (CsA and FK506). Other compounds, known to be also nephrotoxic, however, failed to upregulate Fn14. These results confirm previous studies (Claus et al., 2018) that Fn14 is specifically upregulated due to calcineurin inhibitor toxicity in kidney epithelial cells. Therefore, the Fn14 is an excellent surrogate marker to measure nephrotoxicity and pro-fibrotic signals induced by CNIs.

Furthermore, we showed that an effective inhibitor (11R-VIVIT) of the NFAT axis fails to induce Fn14 in epithelial cells. When inhibiting the calmodulin kinase II, which is upstream of NFAT, no induction of Fn14 was detected. These results show that the direct NFAT inhibitor cannot mimic CsA’s activity in kidney epithelial cells. Therefore, nephrotoxic CNI signaling in kidney epithelial cells is not mediated *via* the canonical NFAT pathway *in vitro* and *in vivo*.

Likely, CNT is the consequence of the off-target effects of CsA in kidney epithelial cells. It has been hypothesized that CsA targets disparate signaling pathways in lymphoid and non-lymphoid cells (Berzal et al., 2012). We showed that CsA’s fibrotic effect on kidney cells is stable and easy to measure by the surrogate marker Fn14 and that the Fn14 expression is only upregulated under CNI treatment. As the nephrotoxic effect is NFAT-independent, we show here synthetic compounds and their capacity to induce Fn14. Our screen reveals that protein inhibitors of the serine/threonine p38 MAPK, PI3K/Akt, PKC, and IKK kinases mimic CsA’s activity on epithelial cells. These effects are specific for respective pathways since chemically unrelated inhibitors of these routes elicited similar activities (SB203580 and SB202190/wortmannin and triciribine/hypericin, GF 109203X, and palmitoyl-dl-carnitine). Meanwhile, inhibitors of MEK1/2-ERK (PD-98059/U-0126) or tyrosine kinases such as JAK2 and EGFRK (AG-490 and Tyrphostin 23) had no Fn14-inducing activities. Results strongly suggest that the CNT of CsA on kidney epithelial cells acts by inhibiting p38 MAPK and PI3K/Akt kinases. Both kinase pathways p38 MAPK and PI3K/Akt are important in epithelial cells for differentiation, proliferation and apoptosis, and extracellular matrix synthesis. In both pathways, the serine/threonine kinase GSK3⍺ is involved (Jacobs et al., 2012). Our top-down approach reveals that the inhibition of GSK3⍺ (by Indirubin-3′-monooxime) shows slight upregulation of Fn14. Lastly, CsA and the p38 MAPK inhibitor induced *in vitro* and *in vivo* nephrotoxic, inflammatory, and fibrotic genes. The p38 MAPK inhibitor upregulates similar genes as CsA, which supports that CsA acts on p38 MAPK as an off-target.

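In the MCT cell array, the log2 changes with CsA and with SB203580 had a Pearson r of 0.48 and a Spearman rho of 0.41 across the 78 genes with both values. Genes are not independent replicates, and both changes were taken against the same untreated sample, which alone gives a positive correlation. Simulated treatments without effect that shared the untreated sample had a mean r of 0.49, with 95% of simulations between 0.15 and 0.75, so the observed r was not larger than this. Each gene in these simulations had its SD over the 4 real samples, which includes any treatment effect. The shuffles with a shared sample keep the same spread. Neither can tell a shared response from an effect of the shared sample. Over the 39 genes with a Ct under 30 in all 4 samples r was 0.67, where shuffled values gave 0.042 to 0.82. Without a shared sample, r was 0.31 for CsA against untreated cells and SB203580 against 11R-VIVIT, and 0.20 for CsA against 11R-VIVIT and SB203580 against untreated cells. Shuffled values gave -0.23 to 0.23 when no sample was shared. For comparison, r was 0.11 between CsA and 11R-VIVIT and 0.38 between SB203580 and 11R-VIVIT, all against untreated cells, among 5 correlations over all genes with values. By rank the order differed, with a rho of 0.18 for CsA and 11R-VIVIT and 0.50 for SB203580 and 11R-VIVIT. The latter exceeded the 0.41 of CsA and SB203580. The paper counts the similar upregulated genes as 1 line of support for its proposal that p38 MAPK is an off-target of CsA. Its other evidence includes Fn14 in the inhibitor screen, Fn14 in cells with constitutively active p38 MAPK, and the mouse experiments. That evidence was not analysed here.

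**Figure D2:**
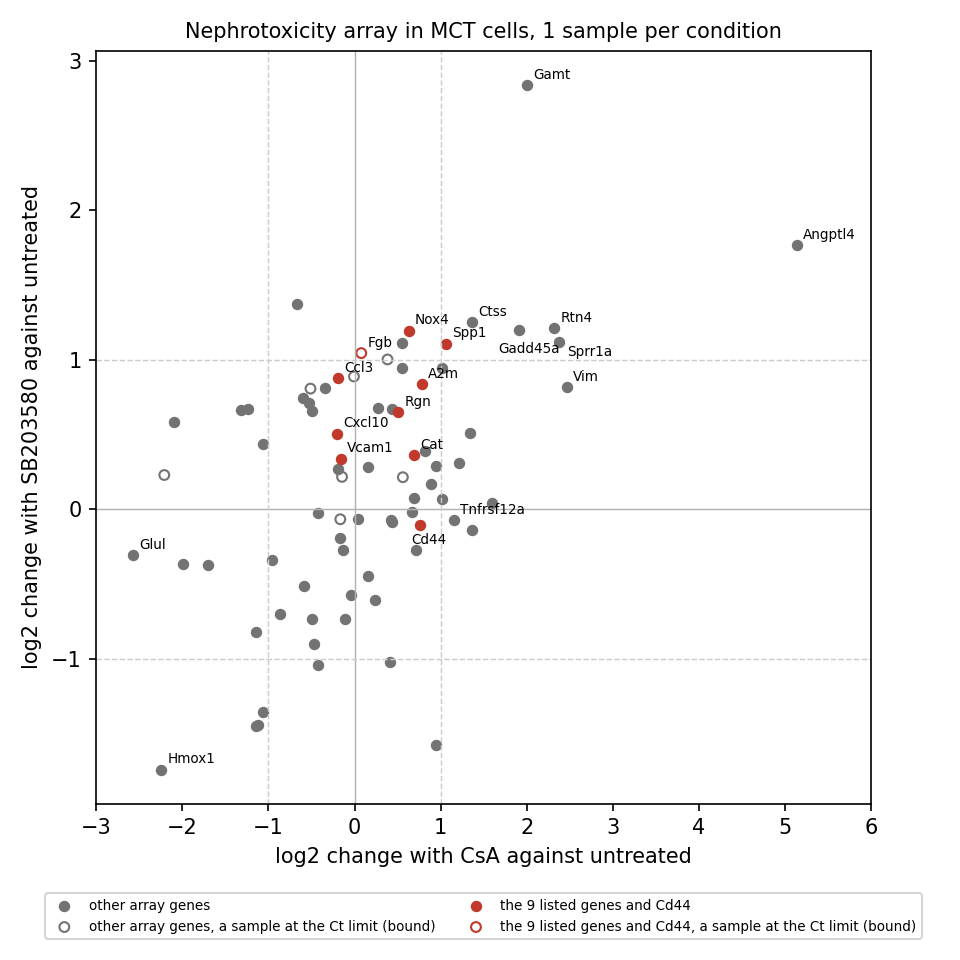
Log2 change of each array gene with CsA (horizontal axis) and with SB203580 (vertical axis) against the same untreated sample, with 1 point per gene for 78 genes and dashed lines at 2-fold. Open circles are bounds for genes at the Ct limit in 1 sample, and Angptl4 lies farthest to the right while Gamt lies highest.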

This work has several limitations. First, induction of sustained CNT lesions is cumbersome in inbred mice, and treatments require high supramaximal CsA doses. The reason for this notion is unknown yet likely lies in a greater renal reserve for hemodynamic toxicity, low-renin levels, and other factors (Thomas et al., 1994; Rabe and Schaefer, 2016; Karolin et al., 2021). Possibly, single nucleotide polymorphisms further contribute to this CsA resistance in inbred mice. CNT lesions are not highly specific to CsA or Tac exposure in mice and humans. Similar lesions, including arteriohyalinosis and interstitial fibrosis/tubular atrophy (IFTA), can be identified in patients with chronic active and chronic inactive rejection and kidney transplants from older and hypertensive donors (Myers et al., 1984; Einecke et al., 2017).

This work offers potential for future experimental and clinical projects. First, numerous nephroprotective treatments are available or awaiting clinical approval, including SGLT-2 inhibitors (Vogt, 2021), PLG1-analog (Marso et al., 2016), and finerenone (Bakris et al., 2020). Since CNT is likely an off-target effect of CsA directly on kidney epithelial cells, such nephroprotective drugs could be of great value to prevent/treat developing or existing CNT in solid organ transplant recipients. Second, it remains unknown which subpopulation of kidney cells is affected by CNI treatment. Therefore, the following experiments could be focused on which kidney cell types (i.e., tubules and podocytes) are affected by the nephrotoxic potential of CNIs.

CNT shows a highly variable clinical presentation, and some patients develop early and progressive lesions within months of SOT. In contrast, others tolerate similar CNT doses/through levels over many years or decades without significant graft or kidney function impairment and absence of CNT lesions in biopsy specimens (Baan et al., 2000; Karolin et al., 2021; Xia et al., 2018). The reason for this highly inter-individual predisposition is unclear but likely lies in single nucleotide polymorphisms (from the donor in a setting of kidney transplantation and the recipient). No GWAS study has yet been performed to decipher risk genes for rapid and progressive CNT after SOT.

In conclusion, these results suggest that CsA acts NFAT-independent on kidney cells yet requires p38 MAP and PI3K/Akt kinase pathways. Furthermore, we could show *in vitro* and *in vivo* that inhibition of proposed pathways (p38 MAPK and PI3K/Akt) mimics the toxicity of CsA on epithelial cells. However, we cannot exclude that CNT is not a highly specific interaction with a single molecular pathway.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE185146 https://www.ncbi.nlm.nih.gov/sra/PRJNA767789, PRJNA767789.

How the deposited data were processed for this re-analysis (not part of the article)

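The data are an RT-PCR array for mouse nephrotoxicity genes, run on RNA of MCT cells that were untreated or treated with CsA, SB203580 or 11R-VIVIT, with 1 sample per condition. The authors deposited a table with 1 Ct value per gene and sample, with 4 decimals, for 84 genes and Actb, and a table of fold changes against the untreated sample. The Ct values carry no normalization. The authors' deposited fold values, a linear ratio, are relative to Actb and to the untreated sample. Their column for the untreated sample is 1 for every gene. They were recalculated from the Ct values. The labels and the paper were used to assign the 4 samples to conditions, and all columns of both tables belong to these samples.

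The log2 change was calculated as the Ct of untreated cells minus that of treated cells, each relative to Actb, which assumes that each cycle doubles the product (amplification base 2). The design set before the data were examined named the mean of all housekeeping genes as the reference. The Ct table used here holds Actb of these, so Actb alone is the reference. A Ct of 35 or later was treated as not detected and set to 35. A gene at the limit in both samples has no change, and a gene at the limit in 1 sample has a lower or upper bound. Of the 84 genes, 15 were at the limit in at least 1 sample and 3 in all 4. A gene was called raised or lowered at a change of at least 2-fold. A gene with a bound was called by its bound, so a larger change may be missed. With 1 sample per condition there is no spread between replicates, no test of a difference and no p-value, and the number of samples limits the precision of each value.

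The precision of a single well was explored on simulated arrays with known changes. Without noise, 100% of 20 genes changed by 1.5 log2 units were called and 0% of 64 unchanged genes. With a noise of 0.25 cycles (SD) in each well, including Actb, 84.35% of the changed and 3.53% of the unchanged genes were called on average over 1000 simulations. With a noise of 0.5 cycles these were 69.6% and 26.3%. The well noise of the real arrays is unknown. Genes with the latest untreated Ct were not drawn as changed genes, and the noise was the same at every Ct. Unchanged genes at the limit in both samples could not be called but were counted. The rates may therefore be too favourable for late genes.

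The genes to be named were fixed by a rule before the data were examined. They are the genes that the text names for the array, the genes it names for the mouse RNAseq, Tnfrsf12a (the gene of Fn14), the housekeeping genes, the 5 largest rises and 3 largest falls with CsA and with SB203580 and the 3 largest of each with 11R-VIVIT among genes detected in both samples, and each gene outside the text and Figure 2G that a treatment raised at least 2-fold. Genes named as members of a count are given for that count and were chosen after their values were seen. A result for a gene of the first group is not reported here. That gene was left out of the list values after the data were seen, while it remains in the counts over the whole array and Figure 2G.

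The list of 9 genes was compared with 10000 random lists in which each gene was replaced by a gene drawn from the 15 array genes nearest to it in mean Ct. The correlation between treatments was compared with 10000 simulations of treatments without effect that share the untreated sample, and with 10000 shuffles of the 4 values of each gene. The ranges given hold 95% of the simulations. The alternatives were the array median of the 69 genes detected in all samples as the reference, no normalization, a Ct limit of 32, no Ct limit, the authors' deposited fold changes, thresholds of 1.5-fold and 3-fold, other definitions of no change with 11R-VIVIT, and lists restricted to detected or early genes. An amplification base of 1.9 and correlations without a shared sample were added after the data were seen.

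Of the 84 gene symbols, 77 matched a symbol of the mouse annotation GRCm38.p6, 5 matched only a synonym and 2 (Cyp2c11 and Cyp2d4) matched neither. The annotation was used for names only, and no coordinates are given since the tables name no genome build. The mouse RNAseq, the flow cytometry and the Western blots were not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.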

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

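Among 36 array genes outside the text and Figure 2G, 4 rose at least 2-fold with a treatment, and Tnfrsf12a, whose protein the paper measures, did so with CsA. There is 1 sample per condition, so none of these differences was tested between conditions. The tests on Mt1a and Tnfrsf12a were chosen after their values were seen.

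Mt1a had a Ct of 22.0025 in untreated cells and 16.96 with 11R-VIVIT, a 33.2-fold increase (log2 change 5.05), the largest change with this treatment. A shift of the reference gene is argued against, since the lowest log2 change over Actb, the array median and no normalization was 5.04. Late amplification is argued against as well, since the later Ct of the pair was 22.0025. An error of the single well cannot be told apart from an effect of 11R-VIVIT, because there is 1 value per sample. The symbol Mt1a is listed by the mouse annotation only as a synonym of Polr2k, so the gene that the assay measured is not settled here. An effect of 11R-VIVIT remains an open and untested explanation.

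Tnfrsf12a encodes Fn14. Its Ct was 22.15 in untreated cells, and its log2 change was 1.15 with CsA (2.22-fold), -0.07 with SB203580 and 0.08 with 11R-VIVIT. Late amplification is argued against, since the latest Ct of the 4 samples was 22.15. A shift of the reference gene may account for the 2-fold call but not for the whole gap to SB203580. Relative to the array median the CsA change was 0.65 and the gap to SB203580 narrowed to 0.81. An error of a single well cannot be told apart from an effect of CsA, with 1 value per sample.

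Ctss rose with all 3 treatments, with log2 changes of 1.36 with CsA, 1.25 with SB203580 and 1.35 with 11R-VIVIT. Igfbp3 had a log2 change of 1.12 with SB203580 and 1.87 with 11R-VIVIT. Cyp2c11, not detected in untreated cells, rose by at least 1.00 with SB203580 and at least 1.16 with 11R-VIVIT. Relative to the array median, the change of Ctss with CsA was 0.86 and the bound of Cyp2c11 with SB203580 was 0.91, both under 2-fold. Cyp2c11 is a symbol that the mouse annotation does not list. The untreated Ct was 34.4 for Ctss and 34.5 for Igfbp3. A rise with several treatments may come from a high Ct in the untreated sample. A deviation of that sample across the array remains open. The untreated sample was the highest or lowest of the 4 for 36 genes, within the 33 to 51 that shuffled values gave. This count pools high and low values, so it cannot exclude a high untreated Ct among late genes. At the limit of 35 were 12 genes in untreated cells, 6 with CsA, 5 with SB203580 and 10 with 11R-VIVIT. The imprecision of late cycles remains open, and the treatments differ on it. Across genes, the absolute log2 change with 11R-VIVIT grew with the mean Ct (Spearman rho 0.24, where permuted genes gave -0.22 to 0.21), and its median was 0.40 for 41 genes with a mean Ct of 30 or later against 0.24 for 24 genes before cycle 25. With CsA rho was 0.020, with a median of 0.72 late and 0.79 early, and with SB203580 rho was 0.14, both within the permuted range given for 11R-VIVIT. An effect of the treatments is a further open explanation and was not tested.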

How the results depend on the processing

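The alternatives were set before the data were examined, apart from the amplification base of 1.9 and the correlations without a shared sample. Over 5 alternative settings, 336 changes or bounds of single genes were recalculated. The authors' deposited fold changes, equal to those with no Ct limit, are not counted again. Of these values, 304 kept their sign and their side of 2-fold, 10 fell below 2-fold and 9 passed it. The sign differed for 13, of which 8 are measured changes and 5 involve a lower bound, whose sign gives no direction below 0. The cause was not tested unless stated.

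Relative to the array median, every CsA change is 0.50 lower by construction. CsA then raised 8 genes in place of 16 and lowered 20 in place of 13, and 0 of the 9 named genes rose at least 2-fold with both CsA and SB203580, in place of 1. The median of the named genes was 0.0061 in place of 0.50 with CsA, and 0.0028 with 11R-VIVIT. The CsA changes of Mgp (-0.34) and Abcb1b (-0.077) turned negative. The lower bounds of Fgb (-0.42) and Cyp2c11 (-0.11) moved below 0, which leaves their direction open.

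With no normalization the changes with CsA and SB203580 are higher by 0.27 and 0.31, the Actb difference. CsA then lowered 7 genes, SB203580 raised 22, 2 named genes rose with both, and the median of the named genes with SB203580 was 1.14. The changes with CsA became positive for Ccl3 (0.087), Cxcl10 (0.0655) and Vcam1 (0.11), and those with SB203580 for Cd44 (0.20), Abcb1b (0.24) and Tnfrsf12a (0.23). The lower bound of Gpnmb with CsA moved from -0.0064 to 0.27.

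With a Ct limit of 32, which leaves fewer genes with a value, CsA lowered 8 genes and 11R-VIVIT raised 1. The median of the named genes with 11R-VIVIT was 0.13, and the change of Rgn with SB203580 became a lower bound of -0.16, which leaves its direction open. With no Ct limit, and equally with the authors' deposited fold changes, 2 named genes rose with both, the median of the named genes with 11R-VIVIT was 0.0455, and Gpnmb with CsA was 0.21 in place of its bound. Restricted to the 7 named genes detected in all samples, the median with 11R-VIVIT was also 0.0455.

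With an amplification base of 1.9, 11R-VIVIT lowered 1 gene and 0 named genes rose with both. At 1.5-fold, CsA raised 28 genes, SB203580 raised 29 and lowered 13, 11R-VIVIT raised 13 and lowered 9, and 3 named genes rose with both. At 3-fold, CsA raised 8 and lowered 6, SB203580 raised 2 and lowered 1, 11R-VIVIT raised 2 and lowered 1, 2 genes rose with both CsA and SB203580 without a change with 11R-VIVIT, and 0 named genes rose with both. These counts follow from the threshold. The count of genes raised by both and unchanged with 11R-VIVIT lay between 4 and 9 under the other alternatives, against 6. Of these 6, all but Spp1 were kept with the array median and with an amplification base of 1.9, while Angptl4 and Rtn4 were lost at 1.5-fold and with 11R-VIVIT held within 1.5-fold, since they rose 1.84-fold and 1.64-fold with 11R-VIVIT.

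The correlation of CsA and SB203580 was 0.67 over genes with a Ct under 30, and 0.31 and 0.20 without a shared sample.

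Gapdh alone and leaving out each housekeeping gene in turn were not run, since the Ct table used here holds Actb, and Actb alone is the setting of the text. No paired analysis was possible because each condition has 1 sample. The late Ct of 8 of the 9 named genes limits how far their changes can be read, whether below 2-fold or close to it.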

Differences from the paper's values

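The paper gives no numeric value for the array, so only directions were compared.

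The paper lists Ccl3, Cxcl10 and Vcam1 among the genes upregulated by CsA. The log2 changes with CsA were -0.19, -0.21 and -0.16. With no normalization they were 0.09, 0.07 and 0.11, all under 2-fold. Under the other alternatives set before the data were examined that give these genes a value, none of the 3 had a CsA value above 0.

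The paper also counts Cd44 among the upregulated genes. Its log2 change with SB203580 was -0.10, and it was 0.20 with no normalization.

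The paper states that these genes did not alter with 11R-VIVIT. Cxcl10 fell at least 2-fold, with a log2 change of at most -1.06. Its Ct was 33.93 in untreated cells and 35.03 with 11R-VIVIT, just past the limit of 35. With 1 late value per sample, this fall does not settle a change with 11R-VIVIT. The bound was -0.98 with an amplification base of 1.9, a setting chosen after the values were seen.

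The paper presents the 9 genes taken here as a list as upregulated by CsA and SB203580, and its text gives no threshold. At 2-fold, 1 of them (Spp1) was called raised by both, while Fgb had only a lower bound of 0.08 with CsA. Fgb was called as well with no Ct limit and with the authors' deposited fold changes, A2m with no normalization, and A2m and Nox4 at 1.5-fold.

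The legend of Figure 2G describes its genes as upregulated with CsA and SB203580. Of its 45 genes, 5 were highest in untreated cells, and with late Ct values used as measured 24 lay above untreated cells with both treatments.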

Other observations

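Of the tests in this part, that on the shared untreated sample for the correlation was set before its result was seen. The reference settings applied to Havcr1 and Hmox1 were also set before. Those on the correlations without a shared sample, on the number of genes with the common pattern and on the tied Ct were chosen after the data were seen.

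The genes that the paper names for the mouse RNAseq were also on the array. In MCT cells Angptl4 had log2 changes of 5.14 with CsA, 1.77 with SB203580 and 0.88 with 11R-VIVIT. Mgp had 0.16, 0.28 and 0.93, and Abcb1b had 0.42, -0.07 and -0.93. Gpnmb, at the limit in untreated cells, had bounds of at least -0.0064, 0.89 and 0.86. Ugt1a1 had bounds of at least 0.56 with CsA and 0.21 with SB203580 and no value with 11R-VIVIT. Gc was not detected in any of the 4 samples. These are values of cultured cells and not of the mice.

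In Figure 2D the paper reports a similar rise of Fn14 protein with CsA and SB203580. The mRNA of Tnfrsf12a rose 2.22-fold with CsA and was 0.951-fold with SB203580 in the array. Protein and mRNA are different measurements, and no explanation of the gap was tested.

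The correlation of the CsA and SB203580 changes across genes (r 0.48) was not larger than simulated treatments without effect gave. This leaves the shared untreated sample a candidate explanation for it. The simulated spread includes any treatment effect, so a shared response is not excluded. Without a shared sample r was 0.31 in 1 pairing and 0.20 in the other, where shuffled values gave -0.23 to 0.23. The first lies outside this range and the second inside, so whether that sample is the whole cause stays open. The number of genes raised at least 2-fold by both, 7, was also within the 1 to 8 that shuffled values gave. The pattern with 11R-VIVIT stood apart in a test chosen after it was seen, since 6 of these genes changed less than 2-fold with 11R-VIVIT and shuffled values gave 0 to 4 such genes, which argues against the shared untreated sample as the whole cause of that pattern at this threshold. With 11R-VIVIT held within 1.5-fold the count was 4, without Angptl4 and Rtn4, and no shuffled range was calculated for it. A hypothesis is that some array genes respond to both CsA and SB203580 and not to 11R-VIVIT in MCT cells. Errors of single wells were not tested for these genes. Among the 7 genes raised by both, Angptl4, Gadd45a and Rtn4 had a Ct under 30 in all 4 samples.

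The CsA sample was the highest or lowest of the 4 for 55 of 84 genes, where shuffled values gave 33 to 51. The other samples lay in that range, with 36 for untreated cells, 40 for SB203580 and 37 for 11R-VIVIT. With 1 sample per condition, no explanation of this was tested. CsA and SB203580 both lay above untreated cells and 11R-VIVIT for 22 genes (26.2%), where chance gives 16.7%, and for 6 of the 9 listed genes that the paper chose on these samples.

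With CsA the log2 change of Havcr1, which encodes the kidney injury molecule KIM-1, was -2.10, and Hmox1 fell with both CsA and SB203580. In the array median setting, the CsA changes were -2.60 for Havcr1 and -2.74 for Hmox1. Without normalization they were -1.825 and -1.97. Hmox1 with SB203580 was at -1.83 and -1.435 in these settings. A shift of the reference gene is therefore argued against as the cause of these falls. With 1 value per sample, the error of a single well cannot be told apart from an effect of the treatments. No biological explanation was tested.

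Fgb and Fmo2 have the same Ct of 33.6479 in the SB203580 sample. Coincidence is a possible explanation, since 8.48% of simulated arrays with small random shifts of each Ct held at least 1 such tie.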
